A study of Homo sapiens with 2 samples. Its data were reported in "REG4 is a transcriptional target of GATA6 and is essential for colorectal tumorigenesis" (2015).

How the data were processed

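HT29 cells were transfected with a control siRNA or with an siRNA targeting GATA6, and total RNA was extracted with TRIsure, per the labels. According to the methods of the study, RNA was prepared with the GeneChip WT PLUS kit, hybridized to 1-color Affymetrix Human Gene 2.0 ST arrays and evaluated in GeneSpring 12.6.1. The series held 1 array per condition. Samples were assigned to groups by the treatment given in the labels. The title of the control sample says that it was reanalyzed, and what this involved is not given in the sources used here.

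The authors deposited 1 table of log2 values, with a row per probe set and a column per array. In every row the 2 values are equal and opposite within 1e-06, and both columns have a median of 0, so the authors' values are relative to the median of the 2 arrays and the expression levels were removed before deposit. The summarization, the normalization between arrays and any filter on probe sets are not given in the sources used here. The log base is also not stated. It was taken as 2, the base that GeneSpring uses, and with another base the fold values would differ while the signs and ranks would stay. A trace of the levels is left in the rounding. When 2 numbers in single precision are centred on their rounded median, the centred values can miss cancelling by 1 spacing of the original numbers. If the values had been in single precision, which is an inference, the residue gives a range of levels. It matched the spacing of numbers from 4 to 8 in 20724 probe sets, the spacing of numbers of 8 or more in 532 and that of numbers from 2 to 4 in 0, and 23373 probe sets left no residue (tolerance 1.5 units of the last binary digit examined). A decimal rounding step of 1e-06 also falls within the tolerance for 8 or more. Some values very near 0 are held to fewer decimals, so such probe sets can enter that class at any level. A further property of the table is that 1865 probe sets (4.18%) are exactly 0 in both arrays. If a floor or a constant was added to the signals before the logarithm, differences of weakly expressed genes are understated.

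Probe sets were named through a table of the array's annotation, which gave 1 symbol for 15835 probe sets and several symbols for 0, and 28794 stayed unnamed here. Symbols of an earlier date in the gene lists were updated through an annotation of assembly GRCh38.p14, which was used for names, gene class and gene span only. The build used for the array design is not given in the sources used here, so no coordinates are printed. The value of a gene was the mean over its probe sets. Before the data were examined, the probe set with the highest level had been planned for each gene, together with a filter at the 95th percentile of olfactory receptor levels and random lists matched on level. None of these can be computed without levels, so all genes were counted and random lists were not matched. Genes expressed at higher levels can differ more between arrays, so percentiles against unmatched lists can be too extreme. Whole-table loess and a pseudocount were planned for values with levels or on a linear scale and were not run.

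With 1 array per group no test between groups is possible. A gene was counted as lower or higher if it differed by over 1.4-fold (0.485 on the log2 scale), the size stated in the study's methods for decreases. The 29 gene lists were fixed before the data were examined. For each list with at least 5 named members, the median difference was placed among the medians of 10000 random lists of the same size drawn from all named genes other than small RNAs (from all named genes for the small RNA list), as a description of these 2 arrays. A percentile from random genes is not a p-value for the condition. The limits beyond which a list is said to lie outside the random lists (the lowest and highest 2.5%) were set after the medians of the 24 lists with a percentile had been seen. The lists of replication-dependent histones and mitochondrial transcripts had 0 named members. Genes were named in the text by a rule of size: GATA6, REG4, LGR5 and USP12, the 12 largest decreases and 12 largest increases other than small RNAs and symbols beginning with LOC or LINC, and up to 4 members per list with the largest absolute difference. CD44, SP5, CDX2, GAPDH and CLDN10 lie outside that rule and were named after their values were seen, as were the genes of ribosome assembly and cornified epithelium named in the closing section.

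The calculation was tested on simulated data made from the shuffled differences of the 13740 genes. Of 200 genes that were shifted, the 1.4-fold size called 83.6% of the 67 shifted 1.5-fold in the right direction. For the 67 shifted 2-fold and the 66 shifted 4-fold the shares were 95.5% and 100%. It called 6.21% of the unshifted genes, which is near the share in the real differences by construction, since they are the same values. The calls on genes test sign and size only and not error between arrays. Of 1000 unshifted lists of 30 genes 5.6% fell outside the limits, and of 200 lists shifted by -0.1 on the log2 scale 98.0% fell below the lower one. The unshifted lists were drawn from the same genes as the random lists, so a share near 5% was fixed in advance. Alternatives planned before the data were examined were median centring, quantile normalization, a 2-fold size and counting all probe sets. Centring on the ribosomal protein genes, genes with 1 probe set only, random lists of protein-coding genes only, and leaving out probe sets at 0 in both arrays were added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.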

Results

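Total RNA of HT29 cells, an established human colon adenocarcinoma line, was profiled after transfection with a control siRNA or with an siRNA against GATA6, a zinc finger transcription factor of the gut epithelium. Each condition was represented by 1 Affymetrix array, so every difference below has no replicate check, no p-value can be given, and the precision is limited by the number of arrays. The deposited table held 44629 probe sets, of which 15835 could be named here with 1 gene symbol, giving 14812 symbols. Small RNA genes accounted for 1072 of these symbols and were treated apart, which left 13740 genes, 11910 of them protein-coding. The values were taken as log2 values, a base that the sources used here do not state, relative to the median of the 2 arrays, so that they keep the difference between the arrays but no expression level. Differences are given as GATA6 siRNA minus control siRNA on the log2 scale, and the words lower and higher describe these 2 arrays only.

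The only measure of error inside the arrays came from genes represented by more than 1 probe set. For 470 genes with 2 probe sets, the SD between the probe sets of 1 gene was 0.19 on the log2 scale, against an SD of 0.25 for the differences over all genes. In 42 of these genes at least 1 probe set differed by over 1.4-fold, the size the study took for a regulated gene. The other probe set had the same sign in 27 of the 42 genes and also passed 1.4-fold in 1 of them, so the 1.4-fold size was seldom repeated by a separate probe set. The correlation between the 2 probe sets, across genes that are not independent replicates, was 0.21. Probe sets were paired by symbol only, and whether they measure the same transcript was not examined. Their disagreement is therefore not a pure measure of array error.

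The siRNA target was examined first, since it checks the labels. GATA6 was 2.22-fold lower in the array labelled GATA6 siRNA (log2 difference -1.15), which corresponds to 45.0% of the control value. It ranked 18th in size among the decreases of the 13740 named genes. LGR5, the R-spondin receptor that marks intestinal stem cells and that the study places downstream of GATA6, was 1.68-fold lower (log2 difference -0.75, 59.4% of the control value) and ranked 96th among these genes. USP12, a deubiquitinase gene whose promoter served as the positive control of the study's chromatin immunoprecipitation, was 1.11-fold lower (log2 difference -0.15), which is within the SD between probe sets of 1 gene. Each of the 3 genes was measured by 1 probe set. REG4, the other gene that the study follows, was not analysed here. Of the other GATA factors, GATA2 was 1.45-fold higher, whereas GATA3 was 1.13-fold and GATA4 1.03-fold higher. The 6 GATA genes had a median of 0.03 and a mean of -0.06 (68.9th percentile among 10000 random lists).

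To see which genes differed when GATA6 was silenced, the 1.4-fold size was applied to all named genes. In the GATA6 siRNA array 363 genes were lower and 491 were higher by over 1.4-fold, together 6.22% of the 13740 genes, and lower genes made up 42.5% of them. This split depends on the scaling: with the ribosomal protein genes set to 0, which adds 0.12 to every difference, 202 genes were lower and 839 higher, and the lower share was 19.4%. With quantile normalization, 429 genes were lower and 414 higher, and the lower share was 50.9%. The 2 columns mirror each other, so that method makes decreases and increases symmetric over all probe sets. This near balance was therefore largely fixed in advance and says nothing about the split. At a 2-fold size, 33 genes were lower and 50 higher. Among protein-coding genes 6.77% passed 1.4-fold, compared with 1.76% of 1362 lncRNA genes.

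The largest decrease was that of ANXA10, an annexin, which was 5.08-fold lower (log2 difference -2.34). The 11 genes that followed were 2.43-fold to 3.69-fold lower. They included receptors and surface proteins, namely NMUR2, a neuromedin U receptor (3.69-fold), CXCR4, the receptor of the chemokine CXCL12 (3.54-fold), and TSPAN8, a tetraspanin (2.44-fold). Enzymes were also among them: NOX1, the NADPH oxidase of colon epithelium (3.34-fold), CTSE, the aspartic protease cathepsin E (3.11-fold), and HSD17B2, which inactivates sex steroids (2.82-fold). MYC, a transcription factor that drives growth, was 2.67-fold lower and DKK1, a secreted Wnt antagonist, 2.47-fold lower. The remaining members were SNHG16, a non-coding snoRNA host gene (2.65-fold), TRIM31, a ubiquitin ligase measured as the mean of 5 probe sets (2.57-fold), and RAB3IP, an exchange factor for a Rab GTPase (2.43-fold).

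The largest increase was that of the antisense transcript CLDN10-AS1 (9.27-fold higher, log2 difference 3.21), followed by PGM2L1, a phosphoglucomutase-like enzyme (7.55-fold, 2.92). CLDN10, the sense gene of the first, was 0.34 higher on the log2 scale. CEACAM5, which encodes carcinoembryonic antigen, was 4.46-fold higher and KRT20, a keratin of differentiated colon epithelium, 3.70-fold higher. Genes of cell adhesion and the cornified envelope were represented by the desmosomal cadherin DSC2 (3.21-fold) and sciellin, SCEL (2.88-fold). Regulatory genes were represented by VGLL1, a cofactor of TEAD factors (3.19-fold), ELF5, an ETS factor of glandular epithelium (3.03-fold), and CRABP2, a retinoic acid carrier (3.02-fold). The lysosomal sulfatase IDS (3.39-fold), the small heat shock protein HSPB1 (3.20-fold) and the tubulin-binding protein TPPP3 (3.18-fold) completed the 12 largest increases.

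**Figure D1:**
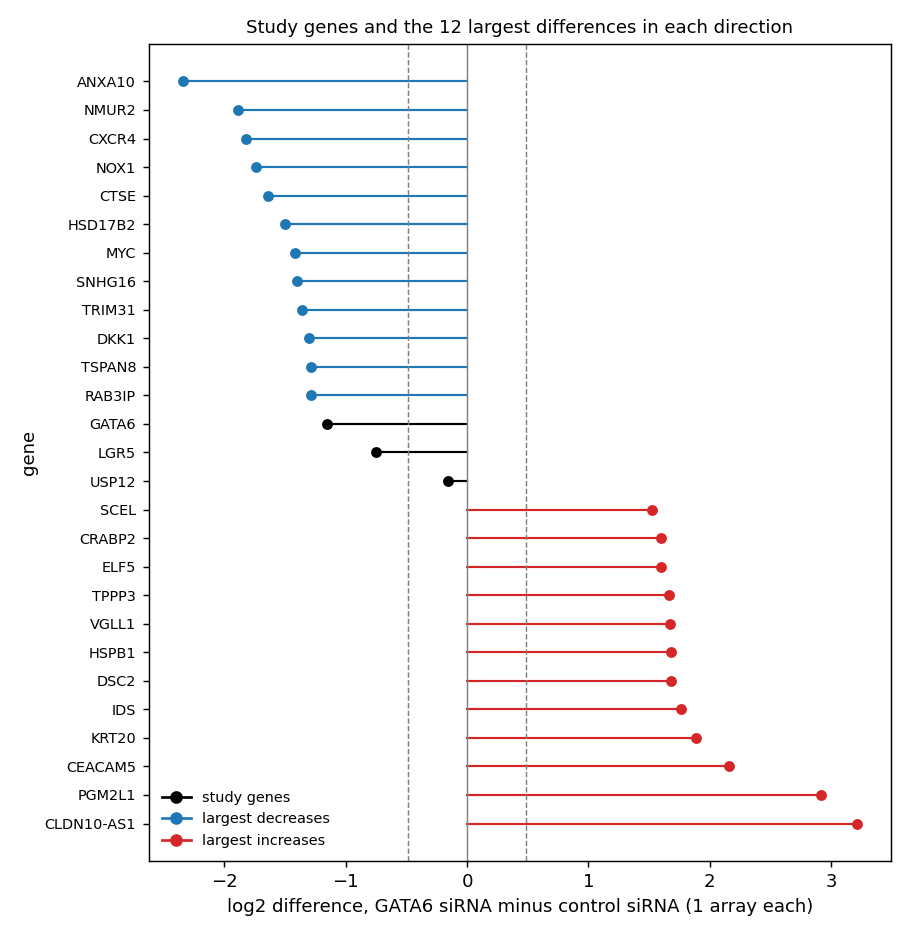
The log2 difference between the GATA6 siRNA array and the control siRNA array is plotted for the named study genes (black), the 12 largest decreases (blue) and the 12 largest increases (red). Each point is 1 gene measured on 1 array per condition, the dashed lines mark 1.4-fold, and there are no error bars because there are no replicates. GATA6 lies at -1.15 and LGR5 at -0.75, whereas USP12 at -0.15 lies inside the dashed lines.

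The named genes of DNA replication and of S phase were lower as a group. Of 31 named S phase genes, all 31 had values below 0, 12 were lower by over 1.4-fold and 0 higher, and the median was -0.37. Examples were CDCA7, a chromatin factor (2.23-fold lower), TYMS, thymidylate synthase (1.91-fold), PCNA, the sliding clamp of replication (1.74-fold), and E2F8, an E2F family repressor (1.73-fold). The replication machinery list was fixed with 41 genes, of which 17 were named here. No gene of the origin recognition complex, polymerases, primase, RFC, RPA or ligase was among the named ones, so that part was not measured. Of the 17 named genes, 16 were below 0 and 9 were lower by over 1.4-fold, with a median of -0.49. They included the helicase subunit MCM3 (1.61-fold lower), GINS2 (1.57-fold) and the licensing factor CDT1 (1.56-fold), and the list shared 9 genes with the S phase list. Genes that peak in G2 and mitosis were lower by a smaller amount, with 37 of 41 below 0 and a median of -0.21, or -0.087 with the ribosomal protein genes set to 0. Among them HMMR, a spindle-associated protein, was 1.92-fold lower and KIF2C, a kinesin, 1.43-fold lower, while CDCA2 (1.37-fold) and AURKB (1.34-fold) did not reach 1.4-fold. The medians of all 3 lists lay below those of all 10000 random lists of the same size. For the S phase size, 95% of the random medians lay between -0.05 and 0.05.

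**Figure D2:**
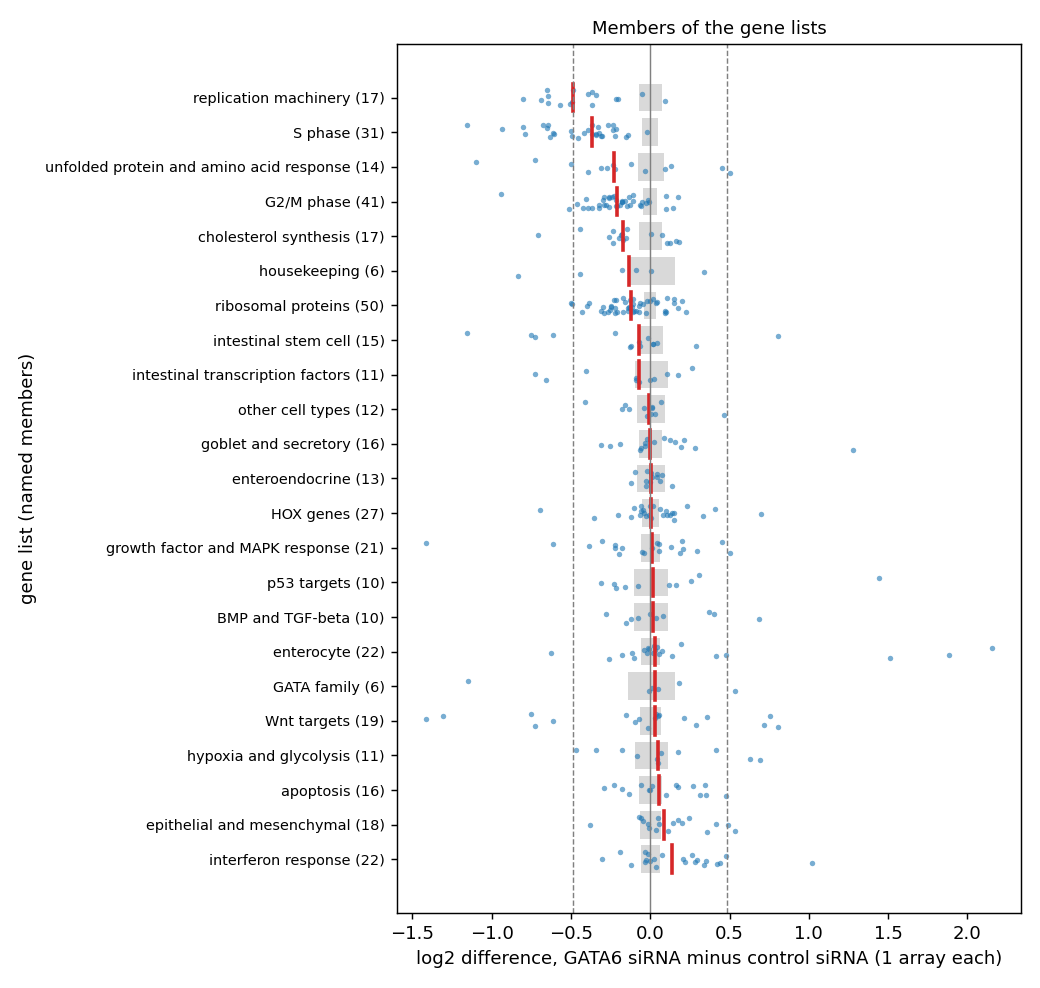
Each blue point is the log2 difference (GATA6 siRNA minus control siRNA) of 1 member of a gene list, the red bar is the list's median, and the grey box holds the central 95% of medians of 10000 random lists of the same size. Dashed lines mark 1.4-fold and the number of named members is in parentheses. Replication machinery (-0.49), S phase (-0.37) and G2/M phase (-0.21) lie left of their boxes, and interferon response (0.14) lies to the right.

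Target genes of Wnt signaling differed in both directions. Of 19 named members, 5 were lower and 3 higher by over 1.4-fold, so that the median was 0.03 while the mean was -0.10 (83.7th percentile for the median). MYC, DKK1 and LGR5 were lower, together with the crypt transcription factor SOX9 (1.65-fold) and the adhesion receptor CD44 (-0.61), whereas AXIN2, a negative feedback gene of the pathway (1.75-fold), the ephrin receptor EPHB3 (1.69-fold) and the transcription factor SP5 (0.72) were higher. The list of intestinal stem cell markers shared 7 genes with the Wnt list. In it 4 of 15 genes were lower by over 1.4-fold (CDCA7, LGR5, SOX9 and CD44) and 1 was higher (AXIN2), with a median of -0.07 at the 2.73rd percentile. Among 11 intestinal transcription factors, 2 were lower by over 1.4-fold, SOX9 and the pioneer factor FOXA1 (1.58-fold). KLF5 had a difference of -0.40 and KLF4 of 0.27, and the median was -0.07 (4.71st percentile). With the ribosomal protein genes set to 0, the medians of the stem cell and transcription factor lists were both 0.05. The colon determinant CDX2 had a difference of 0.02.

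Lists of differentiated epithelium had medians near 0, although single members were among the largest increases. With the ribosomal protein genes set to 0, the medians were 0.15 for the enterocyte, 0.12 for the goblet and 0.13 for the enteroendocrine list. Of 22 enterocyte markers, CEACAM5, KRT20 and CEACAM6 (2.86-fold) were higher by over 1.4-fold and the carbonic anhydrase CA2 was 1.55-fold lower, with a median of 0.03 (83.4th percentile). CEACAM5 and CEACAM6 are also antigens of colon tumors. Of 16 goblet and secretory markers, SPDEF, a transcription factor of goblet cells, was 2.43-fold higher and no other passed 1.4-fold, while TFF1 (1.24-fold) and TFF2 (1.19-fold) were lower and CREB3L1 (1.22-fold) higher. The median was 0.00083 (51.7th percentile). Of 13 enteroendocrine markers 0 passed 1.4-fold (median 0.0046, 57.0th percentile), and the farthest were INSM1 (0.14) and CCK (-0.12). The 4 named REG genes lay between -0.10 for REG1B (0.02 with the ribosomal protein genes set to 0) and 0 for REG1A. The list of epithelial and mesenchymal genes had a median of 0.09 (98.7th percentile), or 0.21 with the ribosomal protein genes set to 0. In it KRT19 (1.45-fold) and the epithelial adhesion molecule EPCAM (1.41-fold) were higher, CLDN3 was 1.33-fold higher and CLDN7 1.30-fold lower. Because the list pools both classes, its median describes neither alone. Only the epithelial genes KRT19 and EPCAM passed 1.4-fold, and no mesenchymal member did.

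Interferon-induced genes had a slightly higher median, with 14 of 22 above 0 and 7 below. Their median was 0.14, or 0.26 with the ribosomal protein genes set to 0, and it lay above 99.98% of the random medians, but only OASL, a member of the oligoadenylate synthetase family, passed 1.4-fold among 22 genes (2.03-fold higher). ISG15 (1.39-fold), IRF1 (1.36-fold) and IFI44 (1.34-fold) were the next. Genes of the unfolded protein and amino acid response had a median of -0.23 (0.01st percentile), or -0.11 with the ribosomal protein genes set to 0. The members lower by over 1.4-fold were enzymes of serine and asparagine synthesis, PSAT1 (2.14-fold), ASNS (1.66-fold) and PHGDH (1.41-fold), and the mTORC1 inhibitor DDIT4 was 1.42-fold higher. Genes of sterol and fatty acid synthesis had a median of -0.17 (0.02nd percentile), or -0.053 with the ribosomal protein genes set to 0, with the fatty acid elongase ELOVL6 1.63-fold lower as the only 1 of 17 past 1.4-fold. ACACA (-0.44), HMGCS1 (-0.26) and FDPS (-0.24) followed.

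The medians of 5 further signaling and stress lists lay within the central 95% of random lists. For growth factor and MAPK response genes the median was 0.01 and the mean -0.07 (64.5th percentile), and the median was -0.04 over genes with 1 probe set. MYC and FOSL1 (1.53-fold) were lower, the MAP kinase phosphatase DUSP6 was 1.42-fold higher and JUNB 1.37-fold higher. In the BMP and TGF-beta list (median 0.02, 66.9th percentile) SKIL was 1.61-fold higher, BMP4 1.32-fold and SMAD7 1.29-fold higher, and SMAD6 1.21-fold lower. Of 10 p53 targets only TP53INP1, an autophagy gene, passed 1.4-fold (2.72-fold higher, list median 0.02, 66.9th percentile). The hypoxia and glycolysis list (median 0.05, 85.9th percentile) held NDRG1 (1.55-fold) and the mitophagy receptor BNIP3L (1.62-fold) as higher genes, while hexokinase HK2 was 1.38-fold lower. Of 16 apoptosis regulators 0 passed 1.4-fold (median 0.06, 93.9th percentile, or 0.01 and the 63.2nd percentile over genes with 1 probe set), and XIAP was the farthest (1.39-fold higher).

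Control lists were examined in the same way. Genes chosen as markers of fibroblasts, vessels, blood cells, muscle and nerve had a median of -0.01 (45.2nd percentile), or 0.12 with the ribosomal protein genes set to 0. With the deposited scaling 0 of 12 passed 1.4-fold. Whether these genes are expressed in HT29 cells is not known from values without levels. The farthest were LYZ (0.47) and DES (-0.41), and LYZ passes 1.4-fold with the ribosomal protein genes set to 0. Of 27 HOX genes, HOXB2 was 1.62-fold higher and HOXB9 1.62-fold lower, with a median of 0.01 (63.8th percentile). The 50 genes with ribosomal protein symbols had a median of -0.12 (0.01st percentile) with the deposited scaling. That median becomes 0 by construction when they set the scale. They were picked by a symbol pattern, so paralogs such as RPL7L1 are included beside the cytosolic ribosomal proteins. The 2 past 1.4-fold were the paralog RPL7L1 (-0.50) and RPS7 (-0.49). Among 6 named reference genes, TBP was 1.79-fold lower and HPRT1 1.36-fold lower, B2M was 1.26-fold higher and GAPDH differed by -0.09, or by 0.03 with the ribosomal protein genes set to 0, and the list's median was -0.13 (2.95th percentile), or -0.014 on that scale. Small RNA genes had a median of -0.0094 (1.52nd percentile), which turned to 0.11 with the ribosomal protein genes set to 0, with 8 of 1072 lower and 18 higher by over 1.4-fold. The list of olfactory receptors held 1 named gene, OR4C45 (-0.03).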

Values the study reported

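The study stated that silencing of GATA6 in DLD-1 colon cancer cells, on other arrays, lowered REG4 expression by >75%. By qRT-PCR it also reported lower REG4 and LGR5 in HT29 cells transfected with siRNA against GATA6. In its HT29 arrays, genes with a decrease of >1.4 fold were taken as regulated. For the genes found in both REG4 and GATA6 knockdown cells, it gave a P-value of 9.7e-04 for the enrichment of the annotation cell cycle phase. The annotation of DNA metabolic processes was also named as enriched among these shared genes.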

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

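The alternatives centred on ribosomal proteins, limited to genes with 1 probe set, drawn from protein-coding genes or leaving out probe sets at 0 were chosen after seeing the data. With 1 array per group, replicates could not be varied, and how far signals lay above background is unknown. No paired analysis was possible because each group held 1 array. Loess, the background filters, level matching and pseudocounts were not run, because the values hold no levels. Median centring moved nothing, since both medians were already 0. Both GATA6 and LGR5 stayed lower by over 1.4-fold with quantile normalization (-1.29 and -0.80) and with ribosomal protein centring (-1.03 and -0.63). Neither outcome is a check on these genes. Quantile normalization of mirrored columns keeps the order of the probe sets, and the centring only adds a constant. A 2-fold size left 33 lower and 50 higher genes, and counting all probe sets gave 711 and 1019, both by construction of the count. Centring on the ribosomal proteins gave 202 lower and 839 higher genes, moved the medians of S phase to -0.25, G2/M phase to -0.087 and replication machinery to -0.37, turned that of small RNA genes to 0.11, and raised the share of genes whose 2 probe sets had the same sign from 64.3% to 83.3%, all through the constant added to each difference. Quantile normalization gave 429 lower and 414 higher genes, and medians of -0.40 for S phase and -0.53 for replication machinery. These moves come from the construction: with mirrored columns, decreases and increases are given symmetric sizes over all probe sets. The largest decrease, ANXA10, went from -2.34 to -2.78, and the largest increase, CLDN10-AS1, from 3.21 to 2.78. The near balance of lower and higher genes is thus no finding about the data. The interferon median moved from 0.14 to 0.21 without the probe sets at 0. The 9 lists outside the limits (7 low, 2 high) stayed on their side with quantile normalization and with the alternatives on probe sets and on random lists. With mirrored columns, however, quantile normalization keeps the order of the probe sets. It can therefore hardly move a percentile and is no check on it. The centrings cannot move a percentile and say nothing about it.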

Other observations

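The tests in this part were chosen after the table of genes had been seen. The members tested in the ribosome biogenesis and squamous epithelium lists were not among the genes looked at before. Only for these 2 lists was the test set before its result was known, and the tests of gene span, abundant transcripts, the number of arrays and the Wnt targets were chosen after the values had been examined.

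Factors of ribosome assembly were among the larger decreases. NAT10, an RNA acetyltransferase, had a difference of -1.04, MYBBP1A of -0.88, EXOSC5 of -0.83, BYSL of -0.81 and PNO1 of -0.79, although NOB1 was at -0.06 and WDR75 at 0.21. The hypothesis that ribosome biogenesis genes were lower as a group was tested on 42 named members that had not been seen. Of these, 36 were below 0, 9 were lower by over 1.4-fold and 0 higher, with NOP16 (-0.71), NIP7 (-0.64), NOLC1 (-0.61) and NOP2 (-0.57) at the low end and NMD3 (0.27) at the high end. Their median of -0.34 lay at percentile 0 of 10000 random protein-coding lists. Those lists were not matched on level, so the percentile can be too extreme. Setting the ribosomal protein genes to 0 adds 0.12 to every difference, which makes this median less negative. The hypothesis came from the same arrays, so the unseen members are no independent check of a difference between conditions. With 1 array per group, a difference between the cultures other than GATA6 siRNA cannot be told apart from GATA6 silencing.

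Genes of stratified, cornified epithelium were among the larger increases, for example KRT80 (1.24), KLK6 (1.14), S100A14 (1.12), ANXA1 (1.10) and PPL (1.08), although KLK10 was at -1.01. The hypothesis that squamous epithelial genes were higher as a group was tested on 46 unseen members and was not borne out at the limit set beforehand. The median was 0.04 at the 97.2nd percentile, just inside the central 95% of random lists. The members past 1.4-fold were KLK5 (0.64), AQP3 (0.60), GRHL3 (0.58) and DSP (0.53) as higher genes and PKP2 (-0.54) as a lower one.

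The lower values of the S phase and replication genes may be technical or biological. The study reported marked growth inhibition of HT29 cells after GATA6 silencing under adherent conditions. Whether the lower values go with slower growth was not tested here. Together the 2 lists held 39 genes, 38 of them below 0 and 17 lower by over 1.4-fold, with a median of -0.39. A trend with gene span between the arrays is argued against, because the median lay at percentile 0 of 10000 random lists matched on gene span, whose lowest median was -0.12. Those lists were not matched on level, so a trend confined to expressed genes could be diluted in them. Transcript length, which differs from gene span, was not tested. A general fall of abundant transcripts stays open. The median lay at percentile 0 of 10000 random lists of the 250 genes whose rounding residue places their level at 8 or more. Of these 250 genes, 23 were lower and 24 higher by over 1.4-fold (median 0.0018). That reading of levels is an inference, however. Genes with differences near 0 can enter the class through decimal rounding, which would draw its median towards 0. The class also holds 0 of the 39. The ribosomal protein genes, most of them usually abundant although that list also holds paralogs, were themselves lower (median -0.12). A difference between the 2 cultures or arrays other than GATA6 siRNA, such as cell density or an effect of this siRNA on other transcripts, cannot be told apart from GATA6 silencing with 1 array per group.

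The spread of the Wnt targets in both directions was weighed against the spread of other genes. Of 19 members 8 passed 1.4-fold, and 0% of 10000 random protein-coding lists held as many. As the list was picked from 24 for this count, that share restates the pattern and excludes nothing. Of random lists of the 250 genes with an inferred level of 8 or more, which vary more (18.8% of them passed 1.4-fold), 1.34% held as many. Genes near 0 that enter this class through decimal rounding would make that share too low. The class includes only 1 of the 19 targets, so a wider spread of genes at the level of the Wnt targets stays open. A difference between the cultures other than GATA6 siRNA stays open as well.

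MIR4324 was the small RNA gene with the largest difference, 8.25-fold higher (log2 difference 3.04), and MIR604 (1.97-fold) and MIR375 (1.73-fold) followed, while MIR1229 was 1.83-fold lower. These are probe sets for precursor genes, so they do not measure a mature microRNA arm. The 28794 probe sets that were not named here held 304 lower and 471 higher by over 1.4-fold (2.69%), with extremes of -2.34 and 2.53.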
